A study of Mus musculus with 2 samples. Its data were reported in "A tissue-specific landscape of sense/antisense transcription in the mouse intestine" (2011).

How the data were processed

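Total RNA of colon and small intestine tissue of wild-type adult mice was isolated by the authors with a Qiagen RNeasy kit and checked on a Bioanalyzer. The methods of the study describe distal colon and jejunum of C57B6 mice, but the study points to another deposited series for its arrays, so whether these details hold for the arrays used here is not known. The RNA was labelled with biotin and hybridised to Affymetrix Mouse Genome 430 2.0 arrays, 1 per tissue, on which a probe set of short oligonucleotides reports a transcript, mostly near its 3' end. The values deposited by the authors are normalized expression values per probe set on the log2 scale. The processing notes of the labels name GCRMA, which corrects for the base composition of probes and normalizes arrays to a common distribution, whereas the methods of the study name RMA for its arrays, and no version is given. Values of GCRMA have a low mode of unexpressed probe sets and can widen folds between a bright and a dim value, so that a fold against a dim tissue depends on the method used. Which arrays were normalized together is not given in the sources used here. The values were used as deposited, with 45101 probe sets, a range from 0.73 to 16.97 and no further scaling.

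Probe sets were named through the annotation table of the array platform, with symbols checked by Entrez identifier against the RefSeq gene table of assembly GRCm38.p6. Of 45101 probe sets, 34958 had 1 gene, 932 had several and were not used, and 9160 that are not controls were not named in the table used here. Of the named probe sets, 34754 matched by identifier and no symbol changed. A gene was represented by the probe set with the highest mean of both arrays, which gave 18194 genes. No coordinates are given, since the deposited values name no genome build.

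The background level was planned as a percentile of olfactory and vomeronasal receptor probe sets, with a fixed level of 5 if fewer than 100 were named. Only 80 were named, so the level was 5, and none of their values exceeded it, the highest being 4.78. For differences, values below 5 were raised to 5. A gene was called higher in a tissue at a floored difference of 3-fold, a rule after the study, which used the same fold because of its few samples. Where 1 tissue lay at or below background, the fold is a lower bound and is written as at least that fold. With 1 array per tissue no test was made and no p-value is given, and the number of arrays limits the precision.

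Before the data were examined, 44 gene lists of intestinal functions, cell types and tissues that a biopsy could hold were fixed, and 684 of their 761 entries were measured, 1 of them through a synonym. Each list is described by its members past 3-fold and, for part of the lists, by its median floored difference. A percentile, where given, places this median among 10000 random lists of the same size, drawn to match mean expression in 20 bins. It describes these 2 arrays only. Genes named in the text were chosen by a rule fixed at the same time. They are the 6 per direction with the largest difference among genes above background on both arrays, the 6 per direction with the highest level among genes at or below background in the other tissue, up to 4 members of each list with the largest differences, of which up to 2 may oppose the list's median where they reach 3-fold, and all genes of the list taken from the study. Technical spread was taken from spike-in controls and from the pooled SD of differences between probe sets of a gene.

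The procedure was tested on simulated arrays, made from the colon values with a noise SD of 0.5 and 200 changed genes among 18194. The 3-fold rule called 100% of 50 genes changed 8-fold, 76% of those changed 4-fold, 18% of those changed 2-fold and 0.083% of unchanged genes. Unchanged genes include those at background, which the floor mostly keeps from being called. These rates are not split by level, and the noise was set and not taken from replicate arrays. They hold for this simulation only and do not describe genes near background. A list of changed genes stood at percentile 100, and 4% of 200 unchanged lists fell outside percentiles 2.5 to 97.5. Alternatives were other background levels, no floor, folds of 2 and 5, quantile normalization, and centring on the median or on hybridization spike-ins. Others were the median over a gene's probe sets, and the brightest probe set after leaving out those marked _x, _s or _a. The last is called without shared probe sets below. It also drops _a sets, such as those of Hoxa10 and Pdgfrb, so a loss there does not show signal from other genes. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The sequencing data of the study were not analysed here.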

Results

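The series held 2 Affymetrix Mouse Genome 430 2.0 arrays, 1 hybridised with labelled total RNA from the colon and 1 with that from the small intestine of wild-type adult mice. The arrays were made to be set beside transcript data from other techniques, and they allow a single comparison, that of the small intestine with the colon. Each tissue was measured on 1 array, so no difference given here has a replicate check, no test was run, and a count of genes is a count past a fixed fold and not past a p-value. Levels are log2 expression values, and folds are the small intestine against the colon or the reverse. Both arrays carried 45101 probe sets, with a median level of 3.99 for the small intestine and 4.01 for the colon. Of 18194 genes named on the arrays, 10418 lay above the background level of 5 in the small intestine and 10412 in the colon, and 9814 did so in both.

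Among lists of intestinal function, those of nutrient uptake were shifted to the small intestine and those of ion transport and mucus to the colon, and the largest shift to the colon of all lists was that of exocrine pancreas genes. At the 3-fold rule, 629 genes were higher in the small intestine and 605 in the colon, which together make 11.2% of the 11016 genes above background on either array. A difference of 10-fold or more was reached by 154 genes in the small intestine and by 99 in the colon. Across all genes the arrays had a Pearson correlation of 0.931 and a Spearman correlation of 0.939, and over the genes above background on either array these were 0.818 and 0.835. Genes are not independent replicates, so these values only describe how alike the 2 arrays were. Of the genes above background on both arrays, 76.7% differed by less than 2-fold.

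**Figure D1:**
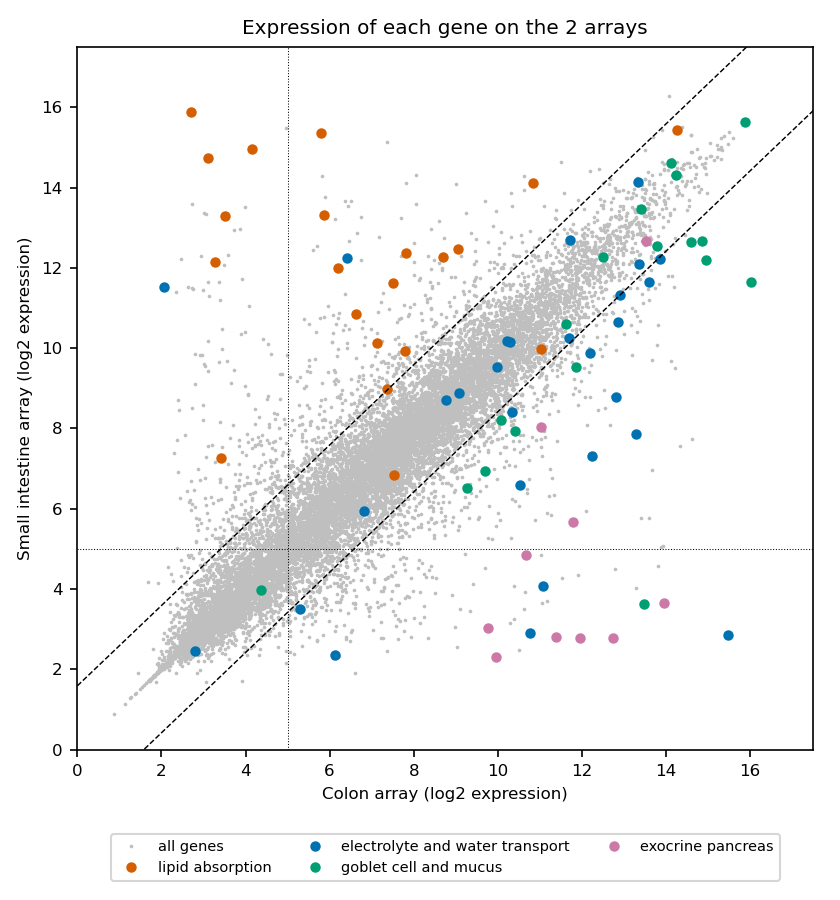
Each grey point is 1 of 18194 genes, with its log2 expression on the colon array on the horizontal axis and on the small intestine array on the vertical axis. Dashed lines mark a 3-fold difference, dotted lines the background level of 5, and coloured points the members of 4 gene lists. Of the lipid absorption genes, 18 of 21 lie above the upper dashed line, and 9 of 10 exocrine pancreas genes lie below the lower one.

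Among genes named in the probe table used here and above background on both arrays, the largest difference in favour of the small intestine was that of Fabp1, a fatty acid binding protein of enterocytes, with 15.36 in the small intestine and 5.79 in the colon (760-fold). Lgals2, a galectin, was 352-fold higher, 2010106E10Rik 234-fold, the lectin Itln1 217-fold, the apolipoprotein Apoc2 176-fold and the adenosine deaminase Ada 157-fold. In favour of the colon the largest were 2610528A11Rik (466-fold), the hydroxyacid oxidase Hao2 (458-fold), Sval1 (225-fold), the matricellular protein Ccn3 (198-fold), 1810065E05Rik (119-fold) and the cytochrome P450 Cyp2c55 (110-fold). Other genes were bright in one tissue and at or below background in the other, so that their folds are lower bounds against the level of 5. In the small intestine these were led by Apoa1 (at least 1877-fold), the Paneth cell defensin Defa39 (at least 1441-fold), Apoa4 (at least 1001-fold), Apoc3 (at least 855-fold), Olfm4 (at least 385-fold) and the alcohol dehydrogenase Adh6a (at least 368-fold). Defa39 belongs to a family of near-identical genes, so its value is uncertain. In the colon they were the carbonic anhydrase Car1 (at least 1433-fold), Cela3b (at least 496-fold), Sycn (at least 446-fold), the goblet cell product Retnlb (at least 359-fold), 2210010C04Rik (at least 312-fold) and Ctrl (at least 222-fold). Cela3b and Ctrl encode pancreatic serine proteases, and Sycn a protein of pancreatic zymogen granules. These orders leave out probe sets with no gene name, some of which were brighter or differed more.

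Genes of lipid absorption were higher in the small intestine almost throughout. Of 21 measured members, 18 reached 3-fold there and none did in the colon, and the list's median difference was 4.10, above all of 10000 random lists of like expression. Besides the apolipoproteins, Fabp2 had 15.42 in the small intestine and 14.26 in the colon, which is 2.24-fold. Of the sugar digestion and transport genes, 12 of 13 were higher in the small intestine, with a median of 3.82. Lactase (Lct) was at least 324-fold higher, the glucose transporter Slc2a2 at least 150-fold, trehalase (Treh) at least 44.4-fold and ketohexokinase (Khk) 31.8-fold. Of the peptidases and amino acid transporters, 16 of 18 were higher in the small intestine, with a median of 3.93. The aminopeptidase Anpep was at least 247-fold higher, the amino acid transporter Slc6a19 at least 106-fold, Enpep 79.3-fold and Slc7a9 48.3-fold. The medians of both lists also lay above all random lists.

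Bile acid handling, mineral and vitamin uptake and xenobiotic metabolism had members in both directions. Of 9 bile acid genes, 3 were higher in the small intestine, among them the ileal binding protein Fabp6 (76.8-fold), the exporter Abcc2 (at least 17.4-fold) and Slc51a (7.15-fold). The bile acid receptor Nr1h4 was 3.32-fold higher in the colon, and the list's median was 0, or 1.19 without a floor. In the list of iron, calcium and vitamin uptake, 6 of 18 genes were higher in the small intestine, with the retinol binding protein Rbp2 at 74.5-fold and the carotene oxygenase Bco1 at 34.2-fold. In the same list the calcium binding protein S100g and the iron exporter Slc40a1 were higher in the colon, by 16.9-fold and 16.4-fold. Its median of 0.27 stood at percentile 98.5 of the random lists and was 0.64 without a floor and 0.50 with the median over probe sets. Of 27 xenobiotic genes, 9 were higher in the small intestine and 5 in the colon, and the median was 0.27 at percentile 97.8, or 0.06 without shared probe sets. Cyp3a11 was 138-fold and Cyp2b10 at least 86.6-fold higher in the small intestine. In the colon Cyp2c55, named above, was 110-fold and the glutathione transferase Gstm1 4.69-fold higher.

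Electrolyte and water transport and mucus were the lists most shifted to the colon among those of intestinal function. Of 28 transport genes, 12 were higher in the colon and 2 in the small intestine, and the median of -1.34 lay below all random lists. After Car1, the water channel Aqp8 was at least 67.2-fold higher in the colon. The anion exchanger Slc26a6 (at least 91.4-fold) and uroguanylin (Guca2b, 56.7-fold) went the other way. Of 18 goblet cell and mucus genes, 10 were higher in the colon and none in the small intestine, with a median of -1.92, again below all random lists. Klk1 was 20.6-fold higher in the colon, the transcription factor Spdef 6.83-fold and the main secreted mucin Muc2 6.76-fold. Of 14 claudins and other tight junction genes, Cldn8 (at least 38.9-fold) and Cldn2 (3.19-fold) were higher in the colon and Cldn15 (4.98-fold) in the small intestine, and the median of -0.38 stood at percentile 5.41. The difference of Cldn2 was -1.34, under 3-fold, with the median over a gene's probe sets.

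Genes of the exocrine pancreas were also high on the colon array. Of 10 measured members of that list, 9 were at least 3-fold higher in the colon, with a median difference of -5.88, below all random lists. The elastase Cela2a had 12.74 in the colon and 2.78 in the small intestine, and the carboxypeptidases Cpb1 and Cpa1 had 11.95 and 11.37 in the colon against 2.77 and 2.80. This shift stands beside every count of genes higher in the colon. Without the genes of this list and a second list of acinar genes, chosen after the data were seen, 590 genes in place of 605 were higher in the colon.

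**Figure D2:**
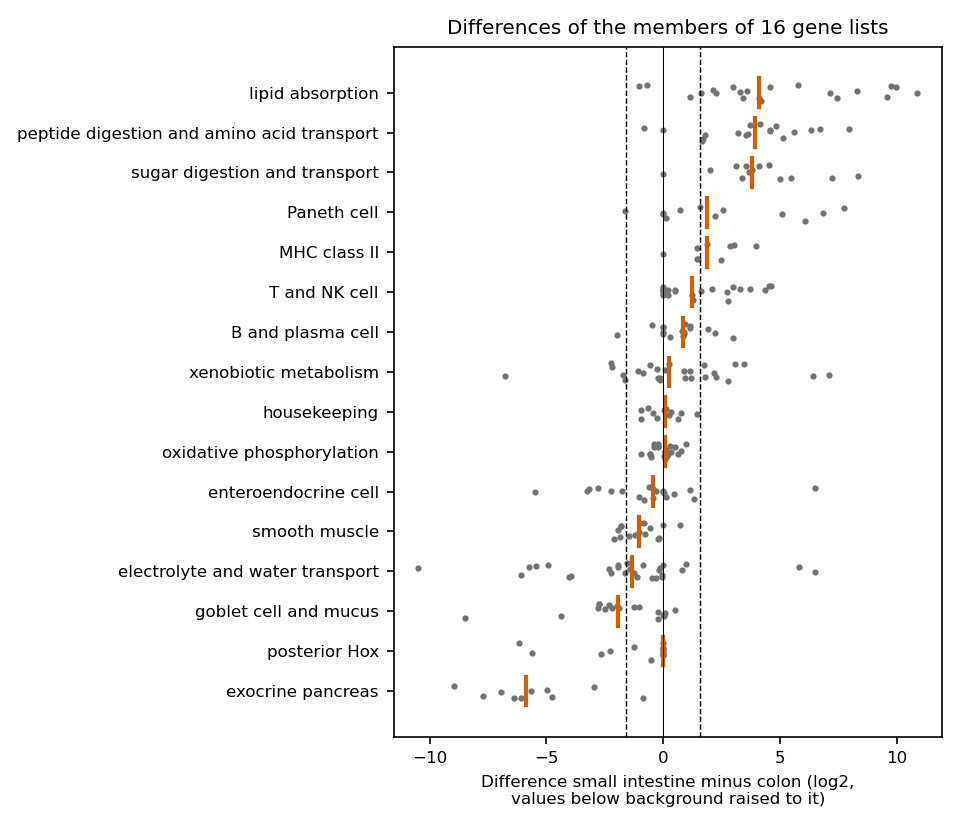
Each point is 1 gene of 1 of 16 gene lists, placed by its log2 difference between the small intestine and the colon array, with values below background raised to that level. Orange bars are list medians and dashed lines mark 3-fold. The medians run from 4.10 for lipid absorption to -5.88 for exocrine pancreas.

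The cell types of the crypt differed in their markers. Of 12 Paneth cell genes, 6 were higher in the small intestine and 1 in the colon, and the median of 1.89 lay above all random lists. The matrix protease Mmp7 was 116-fold and the lectin Reg3a at least 66.5-fold higher in the small intestine, while Cd24a was 3.08-fold higher in the colon, a direction its 3 probe sets did not share. Many alpha defensins were not named in the probe table used here. Of 20 enteroendocrine genes, 6 were higher in the colon and 1 in the small intestine, with a median of -0.43 at percentile 0.47. The peptide hormone gene Insl5 was at least 45.7-fold, the serotonin enzyme Tph1 9.58-fold and peptide YY (Pyy) 8.94-fold higher in the colon, and the incretin gene Gip was at least 91.8-fold higher in the small intestine. Of 16 stem cell and Wnt target genes, 2 were higher in each tissue and the median was 0, or 0.24 without a floor. Olfm4 and Smoc2 (3.93-fold) were higher in the small intestine, and Prom1 (5.26-fold) and Sox9 (3.54-fold) in the colon. Among 20 proliferation genes, Mcm6 (3.68-fold) and Rrm2 (3.01-fold) reached 3-fold in the small intestine, and the median of 0.41 stood at percentile 99.2. None of 13 tuft cell genes reached 3-fold. Of 15 pan-epithelial genes only villin (Vil1, 3.02-fold higher in the small intestine) did, and that list's median was -0.21. With the median over a gene's probe sets Smoc2 (1.53), Mcm6 (0.53), Rrm2 (0.96) and Cd24a (0.14) fell under 3-fold, as did Mcm6 and Rrm2 with the same values without shared probe sets, Cd24a after quantile normalization (-1.55) or centring on the median (-1.56), and Rrm2 (1.57) and Vil1 (1.58) after centring on hybridization spike-ins.

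Part of the lymphocyte and antigen presentation genes was higher in the small intestine. Of 23 T and NK cell genes, 10 were higher there and none in the colon, with a median of 1.25 above all random lists, which was 2.23 without a floor and 0.22 with the median over probe sets. The granzymes Gzma (24.6-fold) and Gzmb (13.0-fold), the chemokine Ccl5 (23.3-fold) and the gut homing receptor Ccr9 (at least 20.4-fold) led the list. Of 9 MHC class II genes, 5 were higher in the small intestine, with a median of 1.89. H2-DMa was 15.6-fold, the invariant chain Cd74 8.21-fold, H2-Eb1 7.34-fold and H2-Ab1 5.54-fold higher. The 2 probe sets of H2-DMa were far apart, with differences of 3.97 and 0.21. Of 17 B and plasma cell genes, Pou2af1 (8.03-fold), Mzb1 (4.61-fold) and Cd79b (3.82-fold) were higher in the small intestine and Blnk (3.89-fold) in the colon, and the median was 0.83. The medians of MHC class II and of B and plasma cells also lay above all random lists. In the interferon list, 3 of 17 genes were higher in the small intestine, namely Usp18 (at least 8.13-fold), Gbp3 (4.56-fold) and Oasl2 (3.29-fold), with a median of 0.69 at percentile 99.9, or 0.41 with the median over probe sets. Of 21 myeloid genes, Aif1 (3.70-fold) was higher in the small intestine and Cd14 (3.59-fold) in the colon. The median of the myeloid list was 0.18 at percentile 99.57 of the random lists, or 0.30 without a floor. Pattern recognition receptors included Tlr2 (at least 11.3-fold), Tlr1 (8.74-fold) and Tlr4 (at least 6.73-fold), all higher in the colon, and the glucan receptor Clec7a, 6.02-fold higher in the small intestine. Of the 18 receptors and adaptors of that list, 4 were higher in the colon and 1 in the small intestine, and the median was 0. Taken as the median over probe sets, Ccr9 (0), H2-Ab1 (0.96) and Tlr4 (0) fell under 3-fold, and Ccr9 (0) did so without shared probe sets too.

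Among muscle and other mesenchymal lists, smooth muscle was the most shifted to the colon. Of 16 smooth muscle genes, 5 were higher in the colon and none in the small intestine, with a median of -1.03 at percentile 0.010. Calponin (Cnn1) was 4.26-fold, Myh11 3.86-fold, Smtn 3.57-fold and Tagln 3.53-fold higher. Among 19 genes of neurons, glia and pacemaker cells, the chloride channel Ano1 (21.5-fold), Snap25 (6.30-fold), Kit (5.17-fold) and Stmn2 (3.02-fold) were higher in the colon and none was in the small intestine. In the fibroblast and matrix list, 3 of 15 genes were higher in the colon, such as Postn (9.68-fold) and Col1a1 (3.93-fold), and 2 in the small intestine, Fbln1 (5.76-fold) and Pdgfrb (5.40-fold), with a median of -0.62 at percentile 2.00, or -0.34 with the median over probe sets. None of 13 endothelial genes reached 3-fold. Myh11 (-1.51), Snap25 (-1.02), Kit (-0.89), Stmn2 (-1.50), Fbln1 (1.56), Pdgfrb (1.36) and Col1a1 (-0.94) fell under 3-fold with the median over probe sets. So did Pdgfrb (0) without shared probe sets and Stmn2 after quantile normalization (-1.54) or centring on the median (-1.53).

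A part of the regional patterning genes reached 3-fold, and most posterior Hox genes were dim. Of 14 posterior Hox genes, 8 lay at background on both arrays, and 4 of the other 6 were at least 3-fold higher in the colon. Hoxb13 had 11.17 in the colon and 3.71 in the small intestine (at least 72.2-fold), and Hoxa9 had 10.64 and 3.91 (at least 49.8-fold). Hoxd13 was at least 6.41-fold and Hoxa10 at least 4.85-fold higher. The other of the 2 probe sets of Hoxa9 had a floored difference of 0. The list's median was 0 at the background of 5 and -0.80 without a floor. Of 19 anterior and middle Hox genes, Hoxb3 (7.57-fold), Hoxd8 (5.26-fold), Hoxb4 (at least 3.12-fold) and Hoxb6 (at least 3.03-fold) were higher in the colon and Hoxc8 (at least 3.27-fold) in the small intestine. Hoxb6 was named after its value was seen. Of 18 regional transcription factors, 5 were higher in the small intestine and none in the colon, including Hnf4g (at least 13.4-fold), Tbx3 (9.70-fold), Gata5 (at least 8.94-fold) and Prdm1 (3.67-fold). In the 30 genes of Wnt, Bmp, hedgehog and Notch signalling, the Notch ligand Dll1 (3.93-fold) was higher in the small intestine and the sonic hedgehog gene Shh (at least 3.04-fold) in the colon. Hoxd13 (-0.25), Hoxa10 (-0.23), Hoxd8 (-1.50), Hoxb4 (-0.07), Tbx3 (0) and Shh (0) fell under 3-fold with the median over probe sets, which leaves Hoxb13 and Hoxa9 of the posterior Hox genes past it. So did Hoxa10 (0) without shared probe sets and Shh (-1.58) after quantile normalization.

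**Figure D3:**
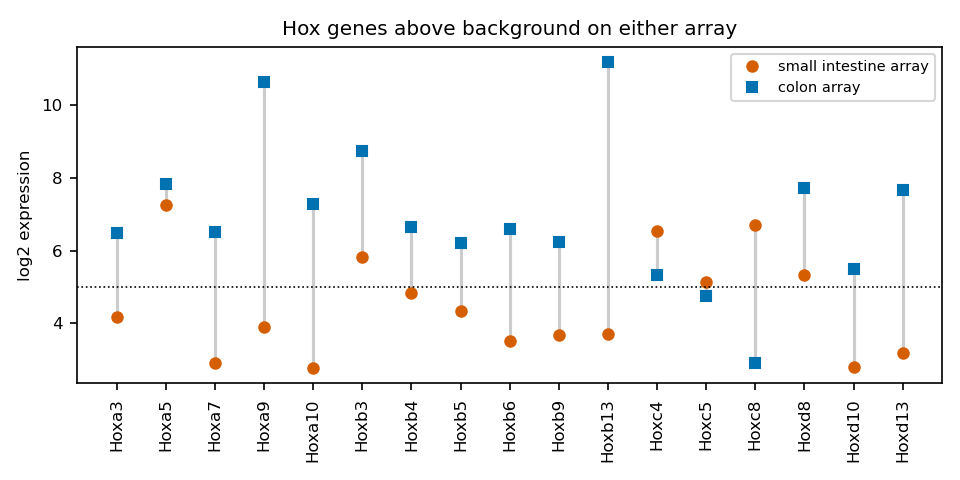
Log2 expression on the small intestine array (circles) and the colon array (squares) of the Hox genes of both lists that lay above background on either array, with the background level of 5 as a dotted line. Hoxb13 and Hoxa9 reach 11.17 and 10.64 on the colon array and stay below the line on the small intestine array.

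Genes used by most cells differed little. None of 12 housekeeping genes, 24 oxidative phosphorylation genes or 18 ribosomal protein genes reached 3-fold, and their medians were 0.07, 0.06 and -0.40, the last of which was 0 without shared probe sets. In the fatty acid oxidation list the receptor Pparg was 15.9-fold higher in the colon and Angptl4 5.20-fold higher in the small intestine, with no other of 15 genes reaching 3-fold. Of 17 immediate early and heat shock genes, Hspb1 (3.30-fold) and Hspa1b (3.28-fold) were higher in the colon. Of 16 clock genes, Dbp (4.36-fold) was higher in the small intestine. Markers of several other tissues were mostly dim. At background on both arrays lay 9 of 12 squamous epithelium genes, 7 of 9 liver genes, 7 of 8 stomach genes, 4 of 5 mesothelium genes and all 4 measured erythroid genes. Of 8 adipose genes only 2 did, and Fabp4 had 11.40 in the small intestine and 12.17 in the colon, Car3 10.55 and 11.05 and Adipoq 6.41 and 6.97. Serpina1b of the liver list was at least 3.78-fold higher in the small intestine, as was the lipid droplet gene Cidec of the adipose list (at least 9.35-fold). Xist had 9.03 in the small intestine and 10.81 in the colon, and the 3 measured Y chromosome genes lay at background on both arrays. Angptl4 (0.71), Hspa1b (-1.06) and Xist (-0.77) fell under 3-fold as medians over probe sets, and Angptl4 (0) did so without shared probe sets.

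Of 12 genes that the study mentioned, not all of them for a difference between the tissues, 11 were measured. This list was taken from the study of the same tissues and gives no independent evidence of direction. Slc2a2, alkaline phosphatase (Alpi, 43.6-fold) and lysozyme (Lyz1, 4.62-fold) were higher in the small intestine, and Car1, the proton pump subunit Atp12a (at least 54.5-fold), Agr2 (4.60-fold) and Nek7 (3.24-fold) in the colon. Under 3-fold were Fabp2, Crip1 (1.65-fold, small intestine), Coq2 (1.87-fold, colon) and the goblet cell gene Spink4, which had 14.31 in the small intestine and 14.23 in the colon. Agr2 (-1.54) and Nek7 (-1.02) fell under 3-fold with the median over probe sets, as did Lyz1 (0.74) without shared probe sets.

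With no replicate arrays, the spread was taken from probe sets of the same gene. Over 3535 genes with several probe sets above background on both arrays, their differences had a pooled SD of 0.54, which is 1.46-fold. This spread holds no variation between animals, RNA samples or arrays. Of 657 genes past 3-fold with several probe sets, 547 did not have all of them reach 3-fold, and of 50 named here 14 had all of them do so. Counting only probe sets above background, 429 genes had several, of which 407 had all of them in the same direction, 22 had some in the opposite one, and in 166 all of them reached 3-fold. The hybridization spike-ins other than bioC differed by -0.08 to 0.33, whereas the 4 bioC sets were lower on the small intestine array, with differences of -1.52 to -1.39. Poly-A spike-ins, which are carried through labelling, had a median difference of 0.26 in their 3' sets, -0.59 in their middle sets and -2.07 in their 5' sets. Of the 5' sets, the 2 of Thr lay below background on the small intestine array, so that their differences are lower bounds in size. For Gapdh the 5' set was lower on the small intestine array (-1.27) and the 3' set was not (0.02), and for Actb these differences were 0.00 and 0.34. The 5' values stand beside all differences given above, since each gene was measured by the probe set that was brightest over both arrays.

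**Figure D4:**
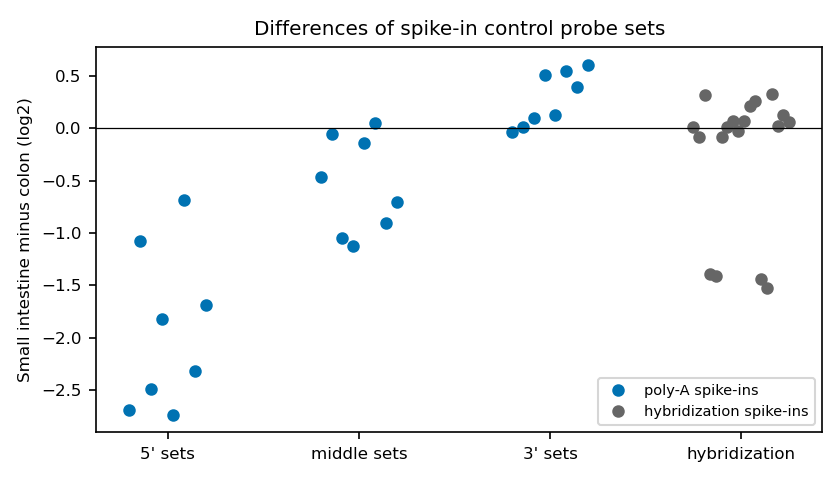
Log2 difference between the small intestine and the colon array of each spike-in control probe set, with 8 sets each at the 5' end, middle and 3' end of the poly-A spike-ins and 18 sets of hybridization spike-ins. Values below background were raised to that level. The 5' sets have a median of -2.07 and the 3' sets one of 0.26, and the 4 bioC sets are the low group among the hybridization sets.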

Values the study reported

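The study compared its sequencing data with array data and reported a Spearman correlation of 0.68 between them. For its sequencing replicates it gave 0.92 between technical and 0.82 between biological replicates. Among transcripts that sequencing detected in both tissues, it reported 1,247 with more than 3-fold difference, 499 of them higher in the small intestine and 748 in the colon, and a further 817 transcripts were seen only in the small intestine and 1,735 only in the colon. The gene counts of the arrays include genes at background in 1 tissue. The methods of the study also describe raising the sequencing level in the second tissue by 1 before its 3-fold rule. The counts are therefore not alike.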

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

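The test of islet genes was written before its result was seen, and all other tests of this part were chosen after. The first bound against lymphoid follicles, at most 2 of their genes higher and a median at or below background, was met. It was replaced after its value was seen, because genes near background exclude nothing.

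Control probe sets are used in no comparison of genes, and 7 of them differed by at least 3-fold between the arrays, all lower on the small intestine array. They were the 5' sets of the poly-A spike-ins Dap (-2.69 and -2.73 in its 2 designs), Phe (-2.49 and -2.31) and Thr (-1.82 and -1.68, bounds only, as it lay below background on the small intestine array), and the repeat element control MURINE_b1 (-1.63). Less spike-in RNA in the small intestine sample would lower 3' sets as well, and these had a median difference of 0.26, which argues against it. A shorter labelled product from every RNA of that sample may be the cause, and the endogenous controls differ on this. The 5' set of Gapdh fell by 1.29 against its 3' set and that of Actb by 0.34. Over 3535 genes, the tissue difference of the dimmest probe set minus that of the brightest was -0.045 on average (SE 0.013). That shift was small but of the same sign, although dim sets need not lie further 5' and sets below background were left out. The shorter product stays open, a change of the spike-ins alone was not tested, and no biological explanation was tested.

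Probe sets not named here also enter no comparison. Of 9160 such sets, 55 were at least 3-fold higher in the small intestine and 46 in the colon. Among them are some of the largest differences on the arrays, with 1 set at 15.98 in the small intestine and 4.06 in the colon, 1 at 15.54 and 2.27, and in favour of the colon 1 at 2.85 and 12.61 and 1 at 6.09 and 13.23.

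Exocrine pancreas genes were high on the colon array and mostly at background on the small intestine array. Cross-hybridization among serine proteases would leave other enzymes unmoved, but 5 of 6 list members that are not serine proteases were at least 3-fold higher, which argues against it. Pancreatic acinar tissue in the colon sample is a candidate explanation that stays open, since only 37.5% of 16 further acinar genes above background were higher in the colon, between the bounds set for and against it. Those included Sycn (13.80 in the colon), Ctrl (12.79) and Gp2 (7.56), while Spink1 and Reg1 were not among them. The median of all 20 further acinar genes was -0.93, below all random lists, and 1 of them was higher in the small intestine. This list was chosen after the data were seen and holds Sycn and Ctrl, so its place among random lists partly restates the pattern. For whole pancreas with islets, 0 of the 2 islet hormone genes tested were above background on the colon array only. Ins2 had 2.77 there, and Iapp had 7.77 in the colon and 7.95 in the small intestine. The hormone genes Gcg (11.97 in the colon, 9.18 in the small intestine) and Sst (6.41 and 7.54) of the enteroendocrine list were above background on both arrays. Of 8 measured islet genes, 1 was higher in the colon, none in the small intestine, and 5 lay at background on both arrays. Islets thus cannot be told from these genes, and expression in the colon itself was not tested.

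The T and NK cell and MHC class II lists were shifted to the small intestine array, with 10 of 23 and 5 of 9 members at least 3-fold higher. More RNA from non-epithelial cells of every kind would raise smooth muscle genes as well, and these had a median of -1.03, which argues against it. Lymphoid follicles stay open, as 1 of 12 follicle and recirculating lymphocyte genes, Il7r, was higher there, but 8 of them lay at background on both arrays, and 4 are shared with the B and plasma cell list. Of intraepithelial lymphocyte genes above background, 64.7% were higher in the small intestine, but 14 of the 18 also stand in the T and NK cell list that showed the pattern, so this test decides nothing. A difference between the tissues themselves stays among the open explanations, untested.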

How the results depend on the processing

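The alternatives at the 95th receptor percentile, without pancreas genes and for spike-ins without a floor were chosen after the data were seen. A fixed level of 5 is the main setting itself. Among 440 recomputed list medians 4 moved by more than their spread, and no list with a median of 0.5 or more in size changed sign. The smaller medians of the pan-epithelial and housekeeping lists changed sign with the median over probe sets, and that of the pan-epithelial list also without shared probe sets, each by less than its spread. The posterior Hox median of 0 became -0.80 at the 90th percentile of receptor probe sets, -0.77 at the 95th and -0.80 without a floor, and the mesothelium median of 0 became 0.67 without a floor, all because dim values are no longer raised to 5. The fold minimum sets the gene counts by construction. At 2-fold 1265 genes were higher in the small intestine and 1481 in the colon, and at 5-fold 309 and 260. No other alternative moved these totals by over 1.5 times, but with the median over probe sets only 449 of the 629 genes higher in the small intestine and 381 of the 605 higher in the colon were still called, within totals of 475 and 438. The correlation across all genes was 0.924 with the median over probe sets and 0.927 without shared probe sets. Over genes above background on either array it was 0.894, 0.885 and 0.845 with the background at the 90th, 95th and 99th receptor percentiles, 0.793 with the median over probe sets and 0.792 without shared sets, and the cause was not tested. Of 128 named genes past 3-fold, 100 kept their direction and 3-fold under every alternative in which they were measured, and most losses came with the median over probe sets, where 102 of 128 kept it. Cd24a reversed there, from -1.62 to 0.14. Its 3 probe sets had differences of -2.04, -1.62 and 1.01, whose middle value is -1.62. The reversal thus came with the way the median was formed and not with the middle probe set. Why the sets differ was not tested. The median of the 5' poly-A sets was -2.30 without a floor. No paired analysis was possible because each tissue has 1 array. Signal over background limits what dim genes can show, since 7178 genes lay at or below 5 on both arrays.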

Other observations

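The gene families of this part were ranked by a rule fixed before the data were examined, and the families and genes named were chosen after their values were seen. There were 325 families of genes that share the letters of their symbol. Of these, 6 had a median at or above percentile 99.9 of random lists and 3 at or below 0.1. With independent genes 0.325 per side would be met by chance. Members of a family need not be independent, so more could be met without an effect of the family. Immunoglobulin kappa variable genes (Igkv) were higher in the small intestine in 5 of 13 members with a median of 1.30, and the lymphocyte GTPases of the Gimap family in 4 of 8 with a median of 1.58. Of 17 Ms4a genes, 6 were higher in the small intestine, led by Ms4a10 (at least 78.9-fold). Ms4a8a was 3.06-fold higher in the colon, only just past the 3-fold rule. Aldehyde dehydrogenases had 5 of 20 members higher in the small intestine, such as Aldh1a3 (12.3-fold), and Aldh1a1 was 3.54-fold higher in the colon.

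Families shifted to the colon were Hoxa, Hoxb and the fucosyltransferases (Fut), with medians of -1.04, -1.42 and -0.79. All family medians are given for the main setting only. With the median over probe sets, Hoxa10 (-0.23) and Hoxb4 (-0.07) fell under 3-fold, while Hoxb13 and Hoxa9 did not. The transcripts Hoxb5os and Hoxa11os, which run opposite to Hox genes, were 24.6-fold and at least 3.78-fold higher in the colon. The immunoproteasome genes Psmb8 (7.55-fold), Psmb9 (5.09-fold) and Psmb10 (4.99-fold) were higher in the small intestine, and the aldo-keto reductase Akr1b8 was 17.4-fold higher in the colon.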
